A study of Mus musculus with 2 samples.

How the data were processed

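Single-cell RNA sequencing was done on mouse small intestinal organoids, which are epithelial structures grown in culture. The labels list 1 control and 1 melatonin-treated library. Per the labels' protocols, each library was made on culture day 3 from cells of 3 organoid lines that were pooled before a droplet-based 3' RNA library was built and sequenced on an Illumina instrument. The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and barcode, as whole numbers with no normalization. The matrix header names software version 3.1.0 and gives no genome build, annotation or filter, so no coordinates are printed and genes are named by the identifiers and symbols in the deposited gene list. Of its 31053 gene identifiers, 30934 were found in the reference table of mouse gene names. In that list Ccn1 and Ccn2 carry the older symbols Cyr61 and Ctgf.

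The matrix, barcode and gene files of the 2 samples were compared byte by byte and 3 of 3 were identical. Both samples therefore hold the same single matrix, in which each barcode ends in the suffix 1 or 2. No label or header states which suffix belongs to which treatment, and none was inferred from the values. The matrix was handled as 1 sample, as the plan written before the data were examined required for this case, and no control-to-melatonin comparison was made. Values are given for the barcodes of suffix 1 (set 1) and of suffix 2 (set 2). Ratios are set 2 over set 1, a direction that is arbitrary.

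Barcodes with at least 500 genes, at least 1000 UMIs and at most 20% mitochondrial UMIs were kept as cells. Scrublet, as implemented in scanpy 1.11.5, was run on each set and marked 14 of 4066 cells (0.344%) as doublets, which were left out. So low a share means that the caller found hardly any doublets, and an alternative that leaves out the top 5% of scores in each set was added after seeing this. Each cell was scaled to 10000 UMIs and log-transformed, and 2000 variable genes were chosen within the sets and combined. Cells were clustered on 30 principal components and 15 nearest neighbours by the Leiden method at resolution 1. In an earlier run with a single seed, differences in the last digits of the edge weights between processor settings changed the partition, so that a stem-like class was named in one case and not in the other. After this was seen, distances were made exact and the partition of highest modularity over 20 seeds was used, a rule set before its outcome was known and applied to all alternatives. The range of each class over the 20 seeds is given beside its share. The markers of each class, the gene lists, the filters, the rule for named genes and most alternatives were fixed before the data were examined. The naming rule was set after exploratory clusters had been seen. It asked for a mean log2 ratio of at least 0.5 over the class's markers, at least 3 markers detected in 10% or more of the cluster's cells, and at least 1 marker among the cluster's top 10 genes, with no class having more. The share of cells left unnamed is given for each set.

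Cells are not replicates and each set is a single barcode pool, so no test was run and no p-value is given. UMIs were summed over cells and scaled to the total of the set (CPM) with exact Poisson intervals. Counted shares of cells have exact Clopper-Pearson intervals. All intervals are at the 95% level and cover counting error only. A count of 0 is given with the limit that 3 counts would allow. Log2 ratios were taken on CPM plus a pseudocount of 1, which understates the ratio of low genes. For each fixed list, genes with at least 10 UMIs over both sets were used. The median was set against 10000 random lists of the same size, matched on mean CPM, and its percentile describes these 2 barcode sets only. The counting interval of a list median came from 200 Poisson draws. Named genes were those at 50 CPM or more in a set whose intervals did not overlap, the 8 with the largest and the 8 with the smallest ratio.

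Shares of cells with a UMI were compared at a fixed depth of 2000 UMIs per cell. The chance of a UMI after thinning was computed for each cell from the hypergeometric distribution and averaged, which gives the expected share. This replaced a single random draw after the draw had been seen to vary between settings. This left out 265 cells of set 1 and 77 of set 2 with fewer UMIs. The share of proliferating cells was computed in the same way as the share with at least 2 UMIs over the 10 proliferation markers. An expected share carries the binomial interval of the nearest whole count of cells, widened where needed to hold the share. That interval is approximate. Ratios within a class were computed where it had at least 50 cells in each set.

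The ratio, its intervals and the list percentile were tested on simulated counts for set 2 over set 1, drawn from the observed means of 15474 genes. Of 200 changed genes, 200 were recovered with the right direction, with a median absolute error of 0.028 on the log2 scale. These genes were of middling abundance at 50 CPM or more, with changes of at least 1 on the log2 scale. The counts were Poisson draws, the model of the intervals, so full recovery was near certain by design. It does not bear on genes of lower level or on UMIs held by few cells. In that simulation the most abundant gene absorbed the change of the total, and 0.50% of unchanged genes had intervals that did not overlap. Without this the share was 6.55%, and with changed genes of any abundance from 50 CPM up it was 61.2%. CPM does not correct a shift of composition, so intervals that do not overlap do not by themselves mark a changed gene. A simulated list shifted by 0.8 stood at percentile 100 and an unshifted list at percentile 41.2.

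The alternatives were other limits on genes and on mitochondrial UMIs, doublets kept, other clusterings and class assignments, a single clustering run (added after the data were seen), other pseudocounts and minimum levels, other depths of thinning, and other scalings. The scalings were TMM factors from edgeR 4.0.16 in R 4.3.3, used for these factors alone, median-of-ratios factors, CPM without mitochondrial and ribosomal protein genes, and the mean of each cell's own CPM. They moved the median log2 ratio of 15462 genes by at most 0.06. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Sequencing reads were not used here.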

Results

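The study examined mouse small intestinal organoids cultured with or without melatonin, and its title places the question in regeneration of the intestinal epithelium driven by the transcriptional regulator YAP together with prostaglandin E2. The labels list 1 control and 1 melatonin library, each from 3 pooled organoid lines on culture day 3. Both samples hold the same matrix of 31053 genes and 21806 barcodes, and 29 barcode sequences occur with both suffixes. Because nothing links a barcode suffix to a treatment, the matrix counts as 1 sample and the comparison of control with melatonin was not made. The values below describe the barcodes of suffix 1 (set 1) and suffix 2 (set 2). A difference between the sets has no direction with respect to melatonin, there are no replicates, and all intervals are 95% intervals for counting error only.

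Set 1 held 12364 barcodes and 107997440 UMIs, with a median of 3884.5 UMIs and 662 genes per barcode. Set 2 held 9442 barcodes and 86071133 UMIs, with a median of 3940.5 UMIs and 717 genes. The median mitochondrial share was 58.6% in set 1 and 56.5% in set 2. Over 20% of UMIs were mitochondrial in 10018 barcodes of set 1 (81.0%) and in 7397 of set 2 (78.3%). After filtering, 2293 cells of set 1 (18.5% of its barcodes) and 1759 cells of set 2 (18.6%) were kept, and together they carried 57.8% of all UMIs. Kept cells had a median of 29713 UMIs and 4701 genes in set 1 and of 28702 UMIs and 4719 genes in set 2. The mitochondrial limit moved the number of kept cells most, to 8410 in set 1 and 5437 in set 2 when it was not applied.

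**Figure D1:**
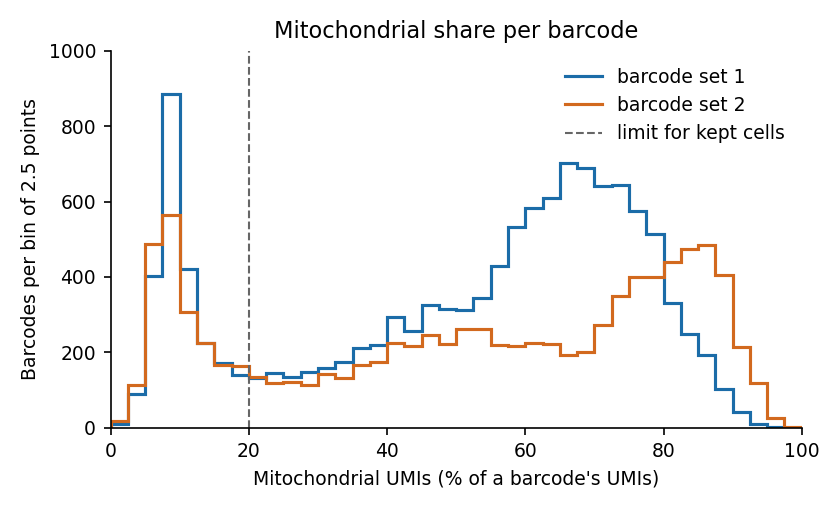
Number of barcodes (vertical axis, per bin of 2.5 percentage points) by mitochondrial share of UMIs (horizontal axis, percent) for barcode set 1 and set 2, with the limit of 20% as a dashed line. Each set has a group of barcodes below the limit and a larger group above it, with 81.0% of set 1 and 78.3% of set 2 above 20%.

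The 4052 kept cells formed 16 clusters, and 8 of them, with 2130 cells, were not named. Enteroendocrine-like cells made up 312 of 2293 cells in set 1 (13.6%, interval 12.2% to 15.1%) and 300 of 1759 in set 2 (17.1%, 15.3% to 18.9%). Enterocyte-like cells made up 4.32% of set 1 (3.52% to 5.23%) and 9.49% of set 2 (8.16% to 10.96%). Goblet-like cells were 1.96% (1.43% to 2.62%) and 1.14% (0.696% to 1.75%), and the Paneth genes Lyz1 and Defa24 were among the leading genes of that cluster. Over 20 seeds of the clustering, the enteroendocrine-like share ran from 13.2% to 13.6% in set 1 and from 16.8% to 17.1% in set 2, and the enterocyte-like share from 3.88% to 5.76% and from 9.21% to 12.5%. The goblet-like share ran from 1.61% to 2.09% and from 1.08% to 1.19%. Assigning each cell on its own by marker score gave the highest enterocyte-like shares, 10.7% and 12.6%. A limit of 10% mitochondrial UMIs gave the lowest, 1.49% and 2.96%. The enterocyte-like cluster had a median mitochondrial share of 14.3%, so its share depends on that limit. Dropping the mitochondrial limit moved the enteroendocrine-like shares most, to 5.27% and 7.39%. No cluster met the rule for Paneth, tuft, microfold, immune or mesenchymal cells, which does not exclude single cells of these kinds.

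The stem-like cluster held 437 cells of set 1 (19.1%) and 111 of set 2 (6.31%), and the proliferating-like cluster 29 (1.26%) and 265 (15.1%). Over the 20 seeds the proliferating-like share of set 1 ran from 0.480% to 17.7% and that of set 2 from 12.3% to 17.2%, so it is not a stable number. The stem-like share ran from 13.7% to 21.4% and from 4.26% to 7.67%, and without the mitochondrial limit it was 0% in each set. The name stem-like follows from the naming rule only, since the leading genes of that cluster hold Lgr5 as the 1 stem marker beside Itln1 and several genes of cell division (Cenpa, Nusap1, Ube2c, Ccnb2 and Bub1b), and Cyr61, Hspa1a and Cxcl10 stood among the leading genes of the proliferating-like cluster. These shares are not read as a difference in cell types, since several clusters came mostly from 1 set. Cluster 1, led by Dmbt1, held 543 cells of set 1 and 48 of set 2. Cluster 13, led by Gm42418 and with Gsta3, Nqo1 and Lars2 among its leading genes, held 17 and 218. Gm42418 and Lars2 were also leading genes of clusters 3 and 4, which had low UMI counts. Cluster 13 had a median of 27968 UMIs and a median mitochondrial share of 11.3%, and a difference in cell quality is not excluded for it. Cluster 10, with Ung, Hspa1a, Cyr61 and Edn1, held 143 and 363. Unnamed cells were 56.6% of set 1 and 47.4% of set 2, and 15.9% and 8.13% of the cells lay in 3 unnamed clusters of low UMI count.

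**Figure D2:**
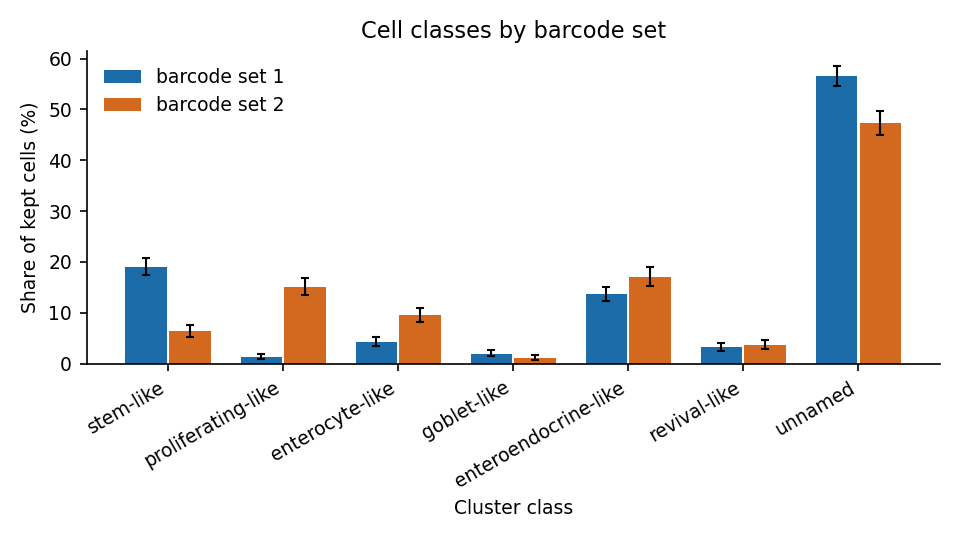
Share of kept cells (vertical axis, percent) in each cluster class for barcode set 1 (2293 cells) and set 2 (1759 cells), with bars for the share and error bars for the exact 95% binomial interval. The revival-like intervals of the sets overlap (3.23% and 3.58%), and unnamed cells are 56.6% of set 1 and 47.4% of set 2.

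A cluster led by S100a6, Anxa3, Anxa1 and S100a11 was named revival-like, after the regenerative stem cells described in injured intestine. It held 74 cells of set 1 (3.23%, 2.54% to 4.03%) and 63 of set 2 (3.58%, 2.76% to 4.56%), and these intervals overlap. Over the 20 seeds the shares ran from 3.01% to 3.53% and from 3.41% to 4.38%. The class was less stable when the settings changed. With each set clustered on its own it was 0% in set 1, because 51 of its 74 cells joined a cluster of 100 cells led by Igfbp4, Olfm4 and Ifitm3 that was named stem-like, and 3.47% in set 2. At resolution 2, 97 of the 137 revival-like cells of both sets joined a cluster of 103 cells that was named stem-like. It was led by Igfbp4, Ifitm3 and Fmr1nb. The revival-like shares were then 1.13% and 2.44%. With each cell assigned by marker score they were 2.22% and 4.89%, so whether the sets are close in this share depends on how the class is drawn. Anxa1 had a UMI in 12 of the 74 revival-like cells of set 1 and in 27 of the 63 of set 2. Clu had one in 7 and in 21 of these cells. The cluster thus joins cells with these markers to cells without a UMI of them.

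YAP activity was examined with a fixed list of 22 target genes, of which 19 had enough UMIs and none is a marker of a class. Its median log2 ratio of set 2 over set 1 was 0.18 (counting interval 0.05 to 0.25), at percentile 99.3 of random lists. With the 1 gene at 0 UMIs in a set placed at its bound, the median remained 0.18. The median was 0.67 over genes with at least 10 CPM and 0.02 with a pseudocount of 10 CPM, so its size rests on how low genes are treated. The only genes with at least 10 CPM in the mean of both sets were Cyr61 (1.34), F3 (1.71), Gadd45a (0.001) and Crim1 (-0.48). The percentile of the list fell to 87.9 with a pseudocount of 10 CPM and to 88.6 for the mean of each cell's own CPM (median 0.11). Both lie inside the central range of random lists. So do the percentiles with a pseudocount of 0.1 CPM (95.3) and without the mitochondrial limit (97.1). Of the 22 genes, 7 were higher in set 2 and 3 in set 1, and the intervals of 12 overlapped. Cyr61 stood at 13.9 CPM in set 1 (13.0 to 14.9) and 36.9 CPM in set 2 (35.2 to 38.6). F3 stood at 6.72 CPM (6.09 to 7.41) and 24.2 CPM (22.9 to 25.6). Ctgf was low in each set, at 0.473 CPM (0.317 to 0.680) and 0.394 CPM (0.240 to 0.608). Ankrd1 had 0 UMIs in set 1, which allows up to 0.049 CPM, and 0.807 CPM in set 2, where its 41 UMIs came from 3 cells. Crim1, Igfbp3 and Nt5e were higher in set 1. Yap1 itself was 22.6 CPM (21.4 to 23.8) and 22.7 CPM (21.4 to 24.0), and the median of the 11 Hippo pathway genes was 0.01, at percentile 26.5.

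Within each set, the YAP targets were compared between revival-like and other cells. Their median log2 ratio was 0.14 in set 1 (-0.03 to 0.61, 17 genes, percentile 93.2) and 0.60 in set 2 (0.14 to 0.91, 19 genes, percentile 100). Over the alternatives the value of set 1 ran from 0.01, with cell cycle, mitochondrial and ribosomal genes left out of the clustering, to 0.65, with cells assigned one by one by marker score. In each of the sets, 4 genes (Myof, Ctgf, F3 and Crim1) were higher in revival-like cells by intervals that did not overlap, and 2 (Fjx1 and Gadd45a) were lower. F3 reached 31.8 CPM (25.8 to 38.9) against 5.42 CPM (4.84 to 6.06) in set 1 and 123 CPM (111 to 137) against 18.1 CPM (16.9 to 19.3) in set 2. Cyr61 was higher in revival-like cells of set 1 (26.5 against 13.3 CPM) and lower in those of set 2 (28.7 against 37.4 CPM).

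The regenerative list, of which 10 of 15 genes are also markers of the revival-like class, had a median log2 ratio of 0.64 (0.58 to 0.76) over 14 genes, at percentile 100. It ranged from 0.33 to 1.13 over the alternatives. In it 12 genes were higher in set 2 and 0 in set 1. Areg stood at 142 CPM (139 to 145) in set 1 and 375 CPM (370 to 380) in set 2, and Anxa1 at 3.31 CPM (2.87 to 3.80) and 14.1 CPM (13.1 to 15.2). Most Anxa1 UMIs came from the revival-like cluster, 187 of 203 in set 1 and 636 of 716 in set 2. The list of Wnt targets and crypt stem genes had a median of -0.13 (-0.26 to -0.02), at percentile 0.33. With a pseudocount of 10 CPM its percentile was 11.2, inside the central range of random lists. Of its 12 genes, 5 were higher in set 1 and 3 (Smoc2, Cd44 and Rnf43) in set 2, and the intervals of 4 overlapped. Lgr5 was 104 CPM (102 to 107) in set 1 and 69.6 CPM (67.3 to 71.9) in set 2. Olfm4 was 34.0 CPM (32.5 to 35.5) and 1.95 CPM (1.58 to 2.37).

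**Figure D3:**
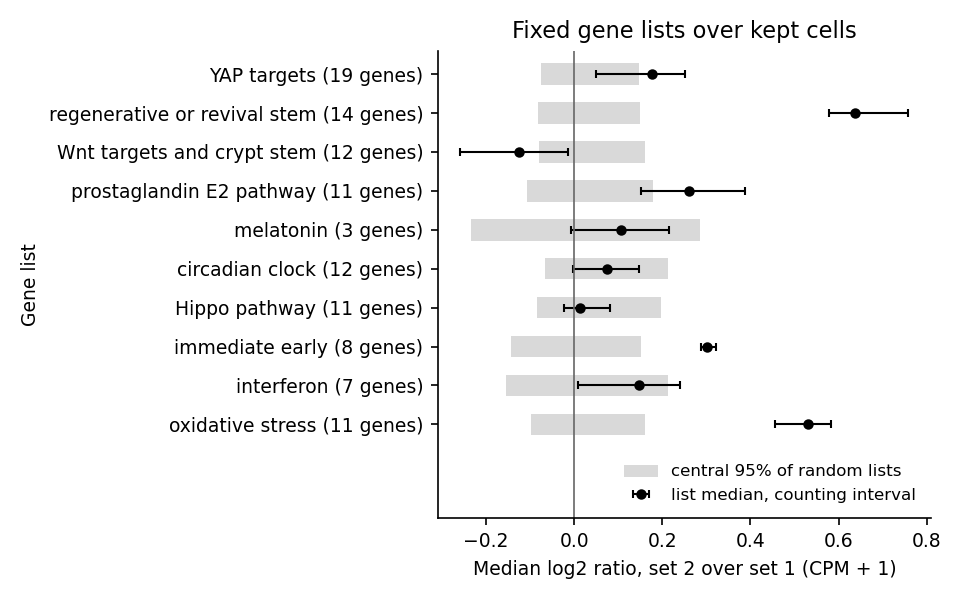
Median log2 ratio of set 2 over set 1 (horizontal axis, on CPM plus 1) for the 10 fixed gene lists (vertical axis, with the number of genes used), as points with counting intervals, against the central 95% of random lists of matched expression in grey. The regenerative (0.64) and oxidative stress (0.53) medians lie farthest above the grey range, and the Wnt median (-0.13) lies below it.

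The receptors through which prostaglandin E2 and melatonin act were counted at low levels. Ptger4 stood at 6.59 CPM in set 1 (5.97 to 7.27) and 8.46 CPM in set 2 (7.68 to 9.30), Ptger3 at 2.81 CPM (2.40 to 3.26) and 1.18 CPM (0.901 to 1.52), and Ptger1 at 0.571 CPM (0.398 to 0.795) and 0.295 CPM (0.165 to 0.487). Ptger2 and the melatonin receptor gene Mtnr1b had 0 UMIs in each set, which allows up to 0.049 CPM in set 1 and 0.059 CPM in set 2. Mtnr1a had 16 UMIs in set 1 (0.261 CPM, 0.149 to 0.424) and 5 in set 2 (0.098 CPM, 0.032 to 0.230). Ptger3 was found mainly in enteroendocrine-like cells, which held 167 of its 172 UMIs in set 1 and 58 of 60 in set 2. Ptgs2, which encodes a cyclooxygenase, had 12 of 21 UMIs in revival-like cells of set 1 and 62 of 63 in those of set 2, where 3 cells held 93.7% of all Ptgs2 UMIs. The prostaglandin list had a median log2 ratio of 0.26 (0.15 to 0.39) over 11 genes, at percentile 99.8. It changed sign to -0.0021 when each cell's own CPM was averaged. With a pseudocount of 10 CPM its median was 0.03, at percentile 86.9. Without the mitochondrial limit it was 0.19, at percentile 91.7. Both percentiles lie inside the central range of random lists. The melatonin list had a median of 0.11 over 3 genes, at percentile 73.0, and none of its 6 genes had intervals apart.

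The remaining lists were the immediate early, oxidative stress, interferon and circadian clock genes. The immediate early median was 0.30 (0.29 to 0.32, percentile 99.9) with 8 of 8 genes higher in set 2. The oxidative stress median was 0.53 (0.46 to 0.58, percentile 100), and 9 of its 11 genes were higher in set 2, among them Srxn1 (13.3 CPM, 12.4 to 14.2, and 33.3 CPM, 31.8 to 35.0) and Gpx2 (524 CPM, 518 to 530, and 939 CPM, 930 to 947). Gpx1 and Sod2 were higher in set 1. The interferon median was 0.15 (percentile 89.6), and it changed sign to -0.0116 when each cell's own CPM was averaged. The circadian clock median was 0.07 (percentile 50.4) and ranged from -0.03 to 0.13 over the alternatives. The median log2 ratio of 15462 genes was 0.03, and 95.3% of the 2530 genes at 50 CPM or more in a set lay within 1.5-fold.

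Within classes, the oxidative stress median was 0.32 (0.16 to 0.47, percentile 100) in the cluster named stem-like, 0.40 (0.30 to 0.54, percentile 100) in enterocyte-like and 0.37 (0.24 to 0.49, percentile 97.6) in revival-like cells. In enteroendocrine-like cells it was 0.03 (-0.06 to 0.17, percentile 87.9). Whether the classes differ was not tested. The YAP median was -0.35 (-0.55 to -0.07, percentile 0.40) in enteroendocrine-like cells and 0.12 (0.03 to 0.84, percentile 43.7) in revival-like cells. The enteroendocrine-like values can reflect the unlike mix of that class's clusters in the sets. The YAP median was -0.10 (-0.21 to 0.47) in stem-like and 0.01 (-0.33 to 0.16) in enterocyte-like cells. The sign was kept in 2 of 9 alternatives for stem-like and in 5 of 9 for enterocyte-like cells. The proliferating-like cluster had too few cells in set 1 for this comparison.

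Among single genes, the rule selected 8 with lower and 8 with higher CPM in set 2. The lower genes were Reg1 (ENSMUSG00000059654), Id2, Dmbt1, Arhgdig, Rgcc, Id1, Dnajb14 and Rdh7. Their log2 ratios ran from -2.50 for Reg1, at 61.2 CPM (59.2 to 63.1) against 10.0 CPM (9.16 to 10.9), to -0.94 for Rdh7. The higher genes were Sst (ENSMUSG00000004366), Crct1 (ENSMUSG00000027913), Defa24, Gcg, S100g, Apoa1, Gsta3 and Anpep. Sst stood at 0.424 CPM (0.277 to 0.622) in set 1 and 96.8 CPM (94.1 to 99.5) in set 2, and Crct1 at 2.64 CPM (2.25 to 3.08) and 60.1 CPM (58.0 to 62.2). In set 2, 3 cells held 99.0% of the Sst UMIs and 95.7% of the Crct1 UMIs, so each of these ratios rests on 3 cells. For Defa24 the 3 highest cells of set 2 held 49.3%, and this gene has close relatives among which reads could be shared. The 3 highest cells held 27.0% of the Reg1 UMIs in set 1 and 43.2% in set 2. For Gcg they held 43.4% in set 1 and 20.4% in set 2. Gcg, S100g and Apoa1 also lead the enteroendocrine-like or enterocyte-like clusters. The sign of all 16 log2 ratios was kept under the 10 alternatives tried, while the Sst value fell to 0.68 when the top 5% of doublet scores were left out.

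Shares of cells with a UMI were set against cell classes at 2000 UMIs per cell. Lgr5 was expected in 16.7% of cells of set 1 (15.1% to 18.4%; 64.8% unthinned) and 11.8% of set 2 (10.3% to 13.4%; 55.9% unthinned), and leaving out the thinning moved it most. The share was 25.2% and 25.8% in stem-like cells, at median depths before thinning of 36508 and 36213 UMIs. In enterocyte-like cells it was 2.21% and 1.11%, at median depths of 34388.5 and 35021. Anxa1 was expected in 7.54% (2.33% to 15.7%) of revival-like cells of set 1 and 15.5% (7.22% to 27.0%) of set 2, and in 0.026% and 0.545% of stem-like cells. The median depth of the revival-like cells was 47417 and 45527 UMIs. Ly6a was expected in 14.1% (10.3% to 18.3%) of enteroendocrine-like cells of set 1 and 6.13% (3.67% to 9.50%) of set 2, at median depths of 14332 and 14994 UMIs, against 0.019% and 0.085% of stem-like cells. In revival-like cells the Ly6a share was 6.83% (2.33% to 15.7%) and 8.54% (2.81% to 18.7%), and these cells held 133 of 633 Ly6a UMIs in set 1 and 441 of 604 in set 2. As a gauge of background from any source, free RNA included, the enteroendocrine gene Chgb was expected in 9.24% of stem-like cells of set 1 and 8.18% of set 2, against 95.3% and 96.4% of enteroendocrine-like cells. This gauge differed by gene, and in stem-like cells of set 1 it was 20.1% for the enterocyte gene Fabp1 and 0.106% for the goblet gene Muc2. The sources were not told apart.

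At least 2 UMIs of proliferation markers were expected in 69.5% of cells of set 1 (67.5% to 71.5%; 92.4% unthinned) and 54.0% of set 2 (51.6% to 56.4%; 89.0% unthinned). With at least 4 UMIs asked for, the shares were 48.2% and 34.9%, so their level depends on depth and on the number of UMIs asked for. Without a mitochondrial limit they were 54.8% and 52.5%, which leaves little of the difference between the sets. The X-chromosomal transcript Xist was counted in 94.6% of cells of set 1 (93.6% to 95.5%) and 96.4% of set 2 (95.4% to 97.2%). The Y-chromosomal genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 1 UMI in set 1 and 2 in set 2. A single UMI counts in the Xist shares, and background was not told apart from expression. Without a mitochondrial limit the share with Xist was 85.2% in set 1 and 93.6% in set 2.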

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

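The test of Malat1 was chosen only after the high mitochondrial shares had been seen, and the test of how the marker UMIs spread was chosen before its result was seen. Barcodes with over 50% mitochondrial UMIs enter the report only in the depth of all barcodes and where the mitochondrial limit was dropped, and they were looked at again because markers of a cell type were counted in them. They number 7500 in set 1 and 5384 in set 2. In them 12921 UMIs of the 10 enteroendocrine markers were counted in set 1 and 10415 in set 2. Scaled to non-mitochondrial UMIs this is 1428 CPM in set 1 and 1950 CPM in set 2, so the level is below the 7085 and 12329 CPM of kept cells.

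If these barcodes were droplets with free RNA and no cell, the marker UMIs should be spread in proportion to the other UMIs, with a chi-square over its degrees of freedom near 1. It was 4.17 in set 1, the lower of the sets, and 12.1 in set 2, which argues against free RNA as the whole source. The 75 barcodes with the most marker UMIs in set 1, 1% of the group, held 10.4% of them, and the 54 in set 2 held 19.5%. Free RNA may still be the source of a part. Malat1, a transcript kept in the nucleus, made up 1.003% of non-mitochondrial UMIs in set 1 and 2.13% in set 2, against 0.532% and 0.953% in kept cells. This is consistent with damaged cells that kept nuclear and mitochondrial RNA, as a hypothesis. The labels give no control for cell damage, and no biological explanation was tested.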

How the results depend on the processing

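The alternatives with the top 5% of doublet scores left out and with a single clustering run were chosen only after the data were seen, and the others in advance. For kept cells, the revival-like class, the YAP and regenerative lists, proliferation and Xist, 75 values stayed within 1.5 times the count or within the counting interval, and 36 moved. No log2 ratio among these changed sign. Where no cause is given below, the cause was not tested.

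With at least 200 genes per cell the revival-like share was 1.12% in set 1 and 1.99% in set 2. With at least 1500 genes Xist was counted in 99.1% and 98.6% of cells. A limit of 10% mitochondrial UMIs kept 1341 and 1015 cells, with revival-like shares of 2.01% and 2.76% and a regenerative median of 0.82. Without the limit 8410 and 5437 cells were kept, the revival-like shares were 0.880% and 1.23%, the regenerative median 0.56 and the proliferating shares 54.8% and 52.5%, and Xist was counted in 85.2% and 93.6% of cells.

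The revival-like share of set 1 was 0% with each set clustered on its own. The shares were 1.13% and 2.44% at resolution 2, 0.690% and 1.49% after thinning, and 2.22% and 4.89% with each cell assigned by marker score, where the YAP median of revival-like cells of set 1 was 0.65. A single clustering run at the first seed left the shares of the named classes within their intervals. Most other seeds did not. Over all seeds the proliferating-like share ran from 0.480% to 17.7% of set 1, the stem-like share reached down to 13.7% and 4.26%, and the enterocyte-like share up to 5.76% and 12.5%.

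The regenerative median was 1.13 with a pseudocount of 0.1 CPM, 0.51 with 10 CPM and 0.33 for the mean of each cell's own CPM. The YAP median was 0.024 with a pseudocount of 10 CPM, a setting that shrinks low genes by construction, and 0.67 over genes with at least 10 CPM, where fewer genes remain. The proliferating share rose by construction to 83.1% and 69.4% at 5000 UMIs per cell and to 82.5% and 70.1% with 1 UMI, and was 48.2% and 34.9% with 4.

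Among the other values, 228 moved and 2 reversed, while 520 stayed. Only a log2 ratio whose counting interval left out 0 was counted as reversed. These were the prostaglandin median (-0.0021) and the interferon median (-0.0116) for the mean of each cell's own CPM, which gives shallow cells more weight. Medians with 0 inside the interval changed sign too: circadian clock kept its sign in 12 of 13 alternatives, Hippo in 9 of 13, and YAP within stem-like and enterocyte-like cells in 2 of 9 and 5 of 9. The stem-like share ranged from 0% to 41.9% in set 1 and from 0% to 22.4% in set 2. Taking the 2 samples' files as 2 samples was not run, since identical files give a difference of 0 by construction. Within-class lists and the revival comparison had no value where a class had fewer than 50 cells in a set. Whatever the class size, within-class lists had no value with each set clustered on its own or with cells assigned by marker score. The same held with cell cycle, mitochondrial and ribosomal genes left out of clustering and with cells thinned before it. The sign counts within classes leave these settings out. Depth limits list genes with few UMIs, such as Aanat and Asmt with 1 in each set and Mtnr1a with 16 and 5.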

Other observations

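The tests of the library batch, the male line and doublets below were chosen only after the results were seen. The others were written down before the value they measure was known.

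Cells outside the enteroendocrine-, enterocyte- and revival-like classes had neighbours mostly from their own barcode set. Of their nearest neighbours, 84.2% came from the same set, against 54.8% (SD 0.245 over 100 shuffles) when the sets were shuffled. Enteroendocrine-like cells (66.2% against 53.1%), enterocyte-like cells (70.3% against 56.0%) and revival-like cells (78.2% against 53.2%) also had an excess. Thinning every cell to 2000 UMIs left 75.2% against 54.0%, which argues against depth as the whole cause. Leaving out 227 cell cycle, mitochondrial and ribosomal genes left 84.0%, and leaving out 83 immediate early and heat shock genes left 84.7%, so these genes do not account for it either. A difference between library batches cannot be told apart from a treatment effect, because the labels give 1 library for each treatment and the sets are not linked to them. Both stay open.

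Sst and Crct1 showed the highest log2 ratios of all named genes, 6.10 and 4.07. In set 2, 3 cells held 99.0% of the Sst UMIs and 95.7% of the Crct1 UMIs, which argues against a shift across the population. Leaving out the top 5% of doublet scores, an alternative also chosen after the data were seen, brought the Sst value to 0.68. Of the 4917 Sst UMIs of set 2, 4866 lay in these 3 cells, so a doublet would itself need an Sst-rich cell. Whether they are single cells of a rare type or such cells paired with others stays open. Crct1 stayed at 4.08 there. In set 1 the Crct1 UMIs were likewise held by few cells, with 97.5% in 3 cells. Ankrd1 and Ptgs2 were as concentrated in set 2, with 100% and 93.7% in 3 cells. Cyr61 was not, with 3.73% in 3 of its 612 cells.

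Enteroendocrine-like cells made up 13.6% and 17.1% of kept cells. Without the mitochondrial limit the shares were 5.27% and 7.39%. The unnamed shares then rose to 69.5% and 63.3%. Goblet-like shares fell too, to 1.21% and 0.607%, while enterocyte-like shares rose to 5.42% and 11.5%. The limit may leave out other types more often, or the added barcodes that could not be named may dilute the share. These shares do not tell the 2 apart. Enteroendocrine markers, counted without naming, were also lower among barcodes between 20% and 50% mitochondrial UMIs. They stood at 2681 CPM against 7085 CPM in kept cells of set 1 and 1872 CPM against 12329 CPM in set 2. Pairs of cells in one droplet would carry more UMIs than single cells, whereas enteroendocrine-like cells had a median of 14289.5 UMIs in set 1 and 14841.5 in set 2, against 32560 and 32270 in the other kept cells. A true excess of this type in these cultures stays open, and no biological explanation was tested.

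Almost no Y-chromosomal UMIs were counted, 1 in set 1 and 2 in set 2. If 1 of 3 equal lines in the pool were male, a large part of the cells with at least 10000 UMIs should have little Xist. Under 25% of the median Xist level was found in 2.39% of 1802 such cells in set 1 and 2.47% of 1537 in set 2. Markers of other classes put the background in a cell without the gene at 1.65% to 39.6% of that median in set 1 and 1.33% to 11.3% in set 2. Because the upper estimate of set 1 lies above the 25% asked for, the test does not exclude a male line in set 1. A presence test on single Xist UMIs would be weaker still. In set 2 the upper estimate of 11.3% lies below 25%. There the 2.47% argues against a male line as 1 of 3 equal lines, as far as these background estimates hold for Xist. The Y-chromosomal genes together stood at 0.016 CPM in set 1 (up to 0.091) and 0.039 CPM in set 2 (up to 0.142). If male cells express them at a countable level, so few UMIs argue against a male line as 1 of 3 equal lines in each set. No level of Y-chromosomal genes in male cells was measured here. Without it, a male line is not excluded for set 1, nor a smaller male part for set 2. How the 3 lines contributed to each set could not be shown.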
